A study of Streptomyces venezuelae with 6 samples.

How the data were processed

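RNA was sequenced from colonies of the soil bacterium Streptomyces venezuelae that had grown on solid yeast extract and peptone medium at 30 °C. Exploring growth is a mode in which such colonies spread quickly across a surface. Total RNA was taken after 2, 5 or 9 days of incubation from 2 cultures per day, which gave 6 libraries in 3 groups. Per the labels' protocols, cells were broken with glass beads, RNA was purified with acidified phenol and chloroform, ribosomal RNA was depleted with a bacterial Ribo-Zero kit, and strand-specific libraries were made with an NEBNext Ultra II kit. The aligner, the counting program, the genome build and the annotation are not given in the sources used here, and whether the counting used the strand is not given either. Genes that overlap or that have near-identical copies are therefore uncertain.

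The deposited table holds 1 value per gene and library for 7376 genes. These values are a normalised signal that the authors obtained by dividing the read count of a gene by 1 size factor per library. The table's own name gives DESeq2 as the source of the normalisation, and the series text names DESeq2 for the comparison over time. Every column was read for its low values, and 100% of the values in each library were whole multiples of 1 step to within 0.0001 of a read. The reads behind each value could therefore be recovered. Median-of-ratios size factors computed from the recovered reads differed from those implied by the steps by at most 1.07e-09%. The values are not divided by gene length, so they compare 1 gene between libraries and not different genes with each other. All 6 columns belong to the 6 libraries by name.

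The 7376 genes carry vnz locus tags. The gene table used here for names has 7443 entries of another assembly of this species, and 0 of them matched a tag, so no gene symbol, product or coordinate could be attached. Of 13 gene sets that had been fixed in advance, 12 rest on symbols, products or other locus tags and could not be filled. The set of chromosome arms, defined as the outermost 20% of tags at each end, was filled from the order of the tag numbers. The tags increase through the table, and it was assumed that they number the genes along the genome.

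The main test was limma 3.58.1 in R 4.3.3 on log2 of the normalised value plus a pseudocount of 1. Genes with a mean normalised value of at least 10 over the 6 libraries were kept, which left 5604. All 6 libraries entered 1 fit with a mean per day, so that the 3 groups shared an estimate of the spread. The variance was moderated with a trend on mean expression, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05. A larger pseudocount lowers the fold change of genes with few reads. A fold change on this scale can still lie above or below that of a test on read counts. A moderated F test over the 3 days used the same fit. The arm set was tested with camera at a preset correlation of 0.01. Because the values are not counts, edgeR 4.0.16 (quasi-likelihood test, TMM normalisation) and DESeq2 1.42.0 were run on the recovered reads as alternatives.

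The groups, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule takes, for each comparison, the 3 called genes with the largest rise and the 3 with the largest fall. A gene had to have a mean of at least 100 and replicates that did not overlap between the days. Where none passed, the 3 genes with the smallest unadjusted p among those with a mean of at least 100 would have been taken, and ribosomal RNA was to be left out. It adds the 3 genes with the highest mean value, and the member with the largest change of each called gene set, of which there was none in the main test. Since the files do not pair tags with names, at most 2 tags that rose and 2 that fell are printed, taken from the comparison of day 9 with day 2, together with the gene of the highest mean. The first and last tags of a block at the end of the tag order are printed as well, and that block was singled out after its values had been seen.

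The labels give the libraries of each day the numbers 1 and 2 and no other batch. On all tested genes, the difference between replicate 1 and replicate 2 correlated between days with r = 0.621 for days 2 and 5, 0.590 for days 2 and 9 and 0.587 for days 5 and 9. The numbers were therefore treated as pairing the libraries in an alternative fit, although the labels state no shared culture or day. The main fit had no replicate block, so its counts do not take such a pairing into account. Without the 154 tags of the end block the correlations were 0.0686, 0.107 and 0.196, so the pairing rests largely on that block. A fit with the replicate number as a block is given beside a result where it moved a count by more than 1.5 times.

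Recovered reads in genes ranged from 1108763 to 5839680 per library. At a normalised value of 100 the counting error alone was between 6.14% in day 9 replicate 1 and 14.8% in day 2 replicate 2. Intervals and detection limits cover counting error only, since reads without molecular identifiers are not independent molecules. The 2 libraries of a day were not copies of each other, because a chi-square statistic of their reads over genes was 12.1, 14.6 and 32.7 times its degrees of freedom for days 2, 5 and 9.

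The limma step was tested on simulated data in which 200 genes were changed by known fold changes. It recovered 55.4% of the changed genes among 5545 tested for day 5 against day 2, 47.9% among 5521 for day 9 against day 2 and 46.2% among 5549 for day 9 against day 5. For changes of 1 log2 unit the recovered share was 3.23%, 9.23% and 8% in these comparisons, and for changes of at least 2 log2 units it was 79.7%, 67.7% and 70%. In these runs 8, 11 and 3 unchanged genes were called, beside 108, 92 and 90 changed genes, and 0 genes were called in the wrong direction in each. Each comparison had 1 run. The shares need not hold where more than 200 genes changed, and the data gave 1144 called genes for day 9 against day 2. The alternatives were other pseudocounts, other filters on low values, other scalings between libraries, a replicate block, no variance trend, fits of only the 2 groups compared, stricter thresholds, the count-based tests, and leaving out each library in turn. Equal read depth by thinning, the count-based tests with a block, and leaving out the end block were added after the data had been seen.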

Results

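Gene expression was measured by RNA sequencing in exploring cultures of Streptomyces venezuelae after 2, 5 and 9 days on yeast extract and peptone medium, with 2 replicate libraries per day. The comparisons ask which transcripts changed in abundance as the cultures aged. The libraries held 2044831 and 1125012 reads in genes at day 2, 4855281 and 1108763 at day 5, and 5839680 and 2006464 at day 9, for replicates 1 and 2 respectively. Replicate 1 was the deeper library on each day, and the deepest library held 5.27 times as many reads as the shallowest. Of the 7376 genes in the table, 29 had 0 reads in every library and 5604 passed the expression filter.

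A few genes took a large part of the reads. The 10 most abundant genes of a library held up to 26.6% of its reads. The gene with the highest mean value, vnz_13360, accounted for 17.1% ± 0.249 of the reads at day 2 (SD, n = 2), 12.8% ± 1.2 at day 5 (SD, n = 2) and 12.9% ± 0.576 at day 9 (SD, n = 2). Its normalised read count was 416650 ± 3687 at day 2, 273419 ± 56410 at day 5 and 295763 ± 29860 at day 9 (SD, n = 2 each). In the limma test none of the differences of vnz_13360 passed the threshold, with adjusted p-values of 0.600 for day 5 against day 2, 0.453 for day 9 against day 2 and 0.906 for day 9 against day 5.

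Replicates of a day were compared on the log2 scale over the 5604 tested genes. The correlation across genes between the 2 libraries of a day was 0.902 at day 2, 0.890 at day 5 and 0.917 at day 9. Genes are not independent replicates, so these values describe the libraries only. The median SD of a gene between replicates was 0.22 at day 2, 0.25 at day 5 and 0.22 at day 9 in log2 units. The first principal component carried 44.7% of the variance and ordered the days, and the second carried 34.8% and separated replicate 1 from replicate 2 on every day. Libraries with the same number from days 2 and 5 correlated with r = 0.948 in replicate 1 and 0.940 in replicate 2, above the replicates of any day. For days 5 and 9 this held in replicate 2, with r = 0.943, but not in replicate 1, with r = 0.872. For days 2 and 9 it held in neither, with r = 0.845 in replicate 1 and 0.876 in replicate 2.

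**Figure D1:**
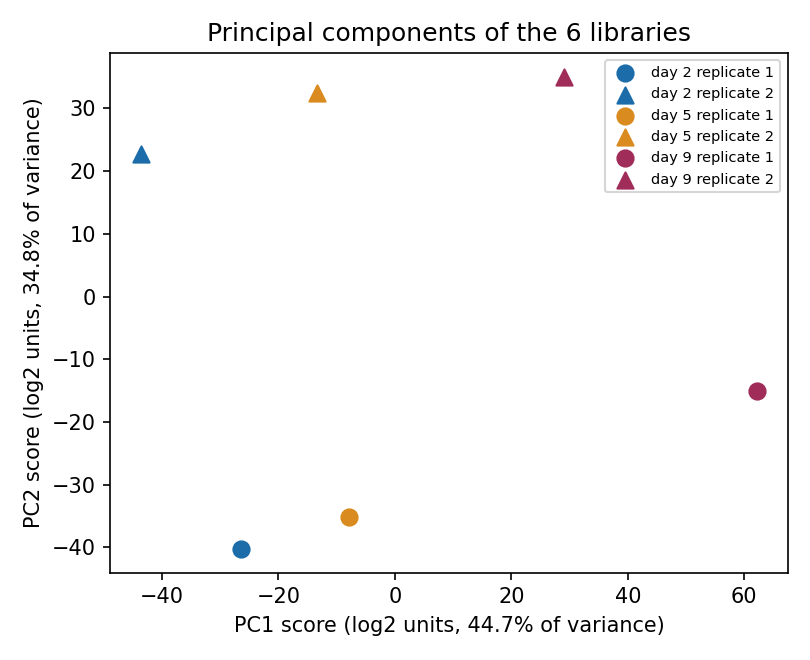
Scores of the 6 libraries on the first (x axis, 44.7% of variance) and second (y axis, 34.8% of variance) principal components of the log2 values of 5604 genes; colours stand for days, circles for replicate 1 and triangles for replicate 2. The days are ordered from left to right within each replicate number, and the circles lie below the triangles.

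Much of this separation lay in a block of adjacent locus tags. The last 154 tags of the table, vnz_36750 to vnz_37560, had 0 reads in each of the 3 replicate 1 libraries. In the replicate 2 libraries the same tags held 5851 reads at day 2, 3313 at day 5 and 3880 at day 9, and 151 of the 154 tags had at least 1 read. At the level of replicate 2, 10722, 17045 and 12231 reads would have been expected in the replicate 1 libraries of days 2, 5 and 9. Over the reads of the 3 replicate 1 libraries together, a count of 0 allows a level of up to 0.235 CPM, with 3 counts as the limit. Without these tags, the correlation between replicates was 0.966 at day 2, 0.949 at day 5 and 0.953 at day 9, and the first component carried 60.3% of the variance. The 87 tested tags of the block could hardly be called between days, because the difference between replicates enters their spread, and none was. The main counts below keep the block. With the block left out, limma called 30 genes for day 5 against day 2, against 17 with it. The counts were 1232 against 1144 for day 9 against day 2, and 362 against 299 for day 9 against day 5.

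**Figure D2:**
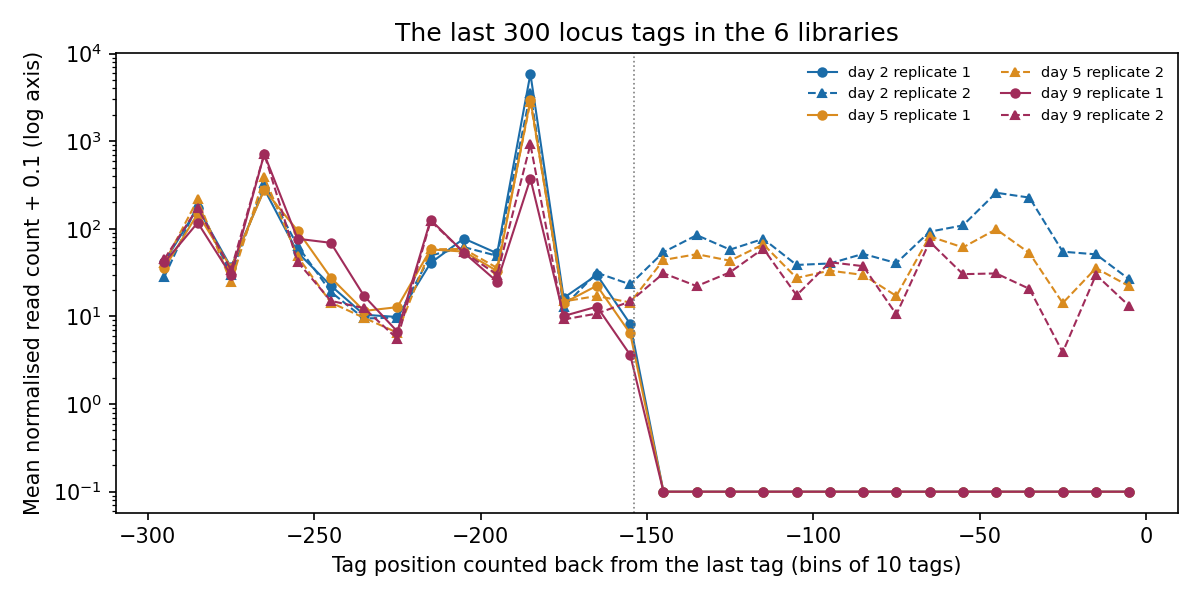
Mean normalised read count plus 0.1 (y axis, log scale) in bins of 10 tags over the last 300 locus tags (x axis, tags counted back from the last one), with 1 line per library; solid lines and circles are replicate 1, dashed lines and triangles are replicate 2, and the dotted line marks the first of the last 154 tags. To the right of the dotted line the 3 replicate 1 libraries lie at 0 reads, drawn at 0.1, while the 3 replicate 2 libraries keep reads in every bin.

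Between day 2 and day 5 few genes differed by more than the replicate spread allowed. In the limma test with Benjamini-Hochberg adjustment, 17 of the 5604 genes were called at an adjusted p under 0.05, and all 17 were lower at day 5, with log2 changes from -3.78 to -1.73. At an unadjusted p under 0.05 there were 694 genes. The median absolute log2 change over all tested genes was 0.31, against a median standard error of 0.30. DESeq2 on the recovered reads moved this count most, to 147 genes, of which 25 were higher and 122 lower, while edgeR called 4. The fit with a replicate block called 43 genes, of which 6 were higher and 37 lower, and included all 17. Fewer genes were called in limma when any of the 4 libraries of days 2 and 5 was left out. Such a fit has a single sample on that day and less power, so it cannot show what a library contributed to the count. The genes with an unadjusted p under 0.05 then numbered 409 without day 2 replicate 1, 534 without day 2 replicate 2, 733 without day 5 replicate 1 and 513 without day 5 replicate 2. More genes than in the main test were called when either day 9 library was left out, which keeps both libraries of days 2 and 5.

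The comparison of day 9 with day 2, the widest interval, gave the largest number of called genes. In limma 1144 of 5604 genes, or 20.4%, were called, with 454 higher and 690 lower at day 9. Of these, 962 changed by at least 1 log2 unit, 374 upwards and 588 downwards. The median absolute log2 change was 0.55, against the median standard error of 0.30. Replicates of the 2 days did not overlap for 65.1% of the tested genes, where chance gives 33.3% for 2 against 2. edgeR called 1092 genes and DESeq2 1177, and 1041 and 1017 of these were also called by limma. The share of called genes that were higher was 39.7% with the authors' size factors and 51.0% when libraries were scaled to equal totals. That scaling moved the median log2 change of all genes from 0.02 to 0.11 for day 9 against day 2, and from 0.00 to 0.20 for day 5 against day 2. The limma count fell to 288 without day 2 replicate 1, 504 without day 2 replicate 2 and 599 without day 9 replicate 1.

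**Figure D3:**
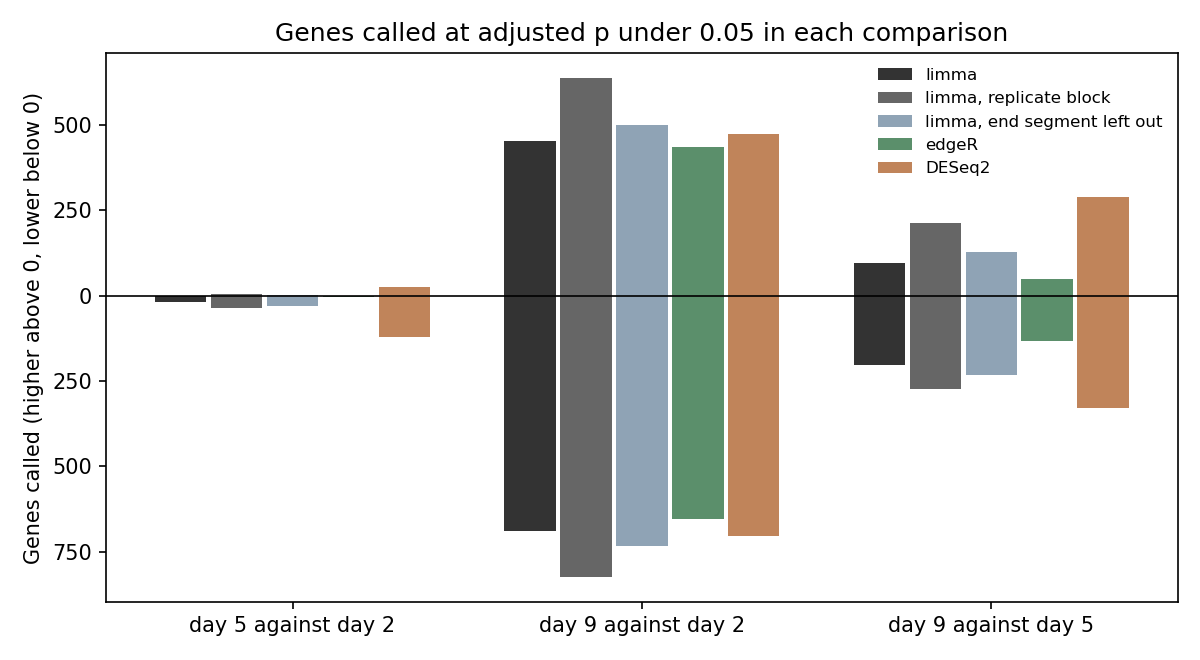
Number of genes called at an adjusted p under 0.05 (y axis, genes higher on the later day above 0 and lower below 0) in the 3 comparisons (x axis), with 1 bar colour per test. Day 9 against day 2 has the most calls with each of the 5 tests drawn, from 1092 with edgeR to 1462 in limma with a replicate block.

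The largest rise by the rule for named genes was that of vnz_08455. Its normalised read count was 4.76 ± 6.73 at day 2, 22.5 ± 0.454 at day 5 and 361 ± 243 at day 9 (SD, n = 2 each). The log2 change of vnz_08455 from day 2 to day 9 was 6.62 with a standard error of 1.01 and a limma adjusted p of 0.00538. The day 2 value rested on 8 reads in replicate 1 and 0 in replicate 2, and the log2 change was 4.55 with a pseudocount of 10. It was 8.31 without day 2 replicate 1, 4.92 without day 2 replicate 2, 5.87 without day 9 replicate 1 and 7.36 without day 9 replicate 2. For vnz_25255 the count rose from 10.0 ± 11.1 at day 2 through 70.2 ± 47.4 at day 5 to 286 ± 33.1 at day 9 (SD, n = 2 each). Its log2 change was 5.21 with a standard error of 0.80 and a limma adjusted p of 0.00564, and it was 6.49 without day 2 replicate 1 and 3.92 without day 2 replicate 2. The day 2 value of vnz_25255 rested on 15 reads and 1 read.

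The largest falls were those of vnz_35035 and vnz_23860. The normalised read count of vnz_35035 was 1015 ± 149 at day 2, 321 ± 184 at day 5 and 9.57 ± 6.61 at day 9 (SD, n = 2 each). Its log2 change was -6.74 with a standard error of 0.52 and a limma adjusted p of 0.000748, and it was -6.05 without day 9 replicate 1 and -7.42 without day 9 replicate 2. The count of vnz_23860 was 518 ± 113 at day 2, 202 ± 130 at day 5 and 4.88 ± 3.17 at day 9 (SD, n = 2 each). Its log2 change was -6.56 with a standard error of 0.53 and a limma adjusted p of 0.000815. The day 9 values of vnz_35035 rested on 13 and 12 reads, and those of vnz_23860 on 7 and 6 reads. These 4 genes were called in the same direction under every alternative that was run.

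**Figure D4:**
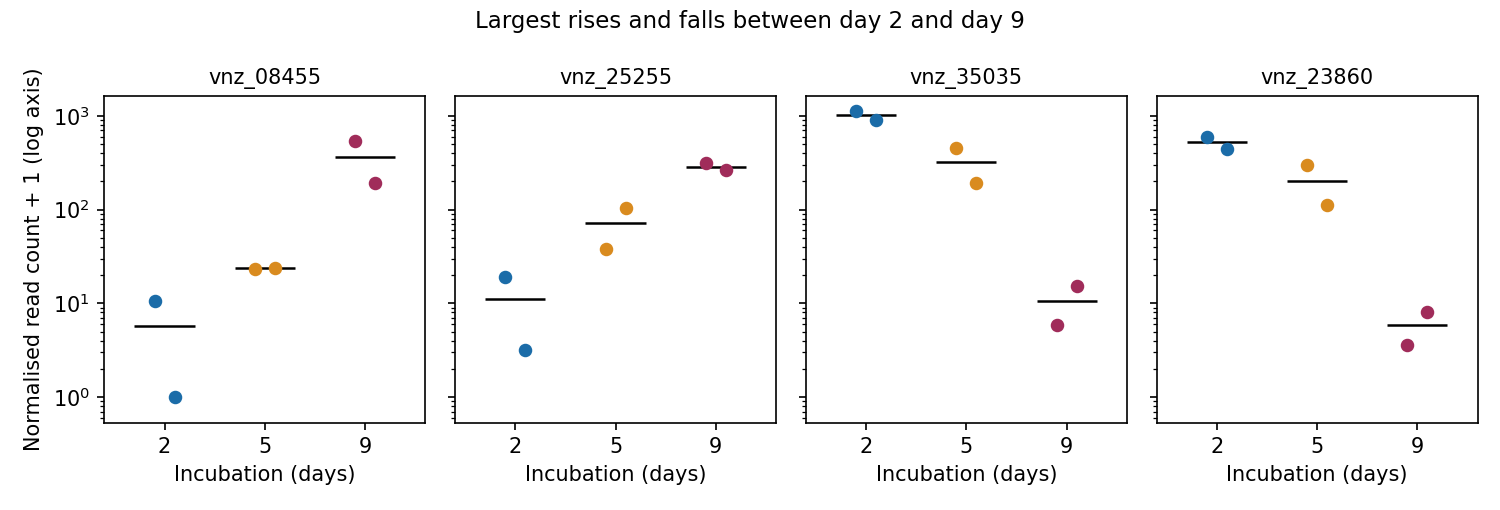
Normalised read count plus 1 (y axis, log scale) of the 2 genes with the largest rise and the 2 with the largest fall between day 2 and day 9, by day of incubation (x axis). Points are single libraries, replicate 1 to the left of replicate 2, and horizontal lines are means of the 2 replicates; the day 5 means of all 4 genes lie between those of days 2 and 9.

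From day 5 to day 9, limma called 299 of 5604 genes, 95 higher and 204 lower at day 9, and 1371 genes had an unadjusted p under 0.05. The median absolute log2 change was 0.42. The fit with a replicate block called 485 genes, with 213 higher and 272 lower, and included 297 of the 299. On the recovered reads edgeR called 183 genes and DESeq2 617. In limma, 285 of the 299 genes were also called for day 9 against day 2 in the same direction. The count was 0 without day 2 replicate 1 and 0 without day 5 replicate 1, although 1173 and 863 genes then had an unadjusted p under 0.05. It was 149 without day 2 replicate 2, 163 without day 5 replicate 2, 83 without day 9 replicate 1 and 531 without day 9 replicate 2. The interval from day 5 to day 9 gave more calls than that from day 2 to day 5 in the main test and in 19 of 23 alternatives, and in the other 4 both counts were 0. This difference between the 2 counts was not tested itself, and the 2 comparisons share the day 5 libraries.

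Over the 3 days together, the moderated F test of limma called 724 genes at an adjusted p under 0.05. Of these, 410 had group means that fell at both steps and 221 had means that rose at both steps. Another 34 were higher at day 5 and then lower, and 59 were lower at day 5 and then higher. The share that moved in 1 direction throughout was thus 87.2%, against 55.3% of all tested genes. The 55.3% compares with a mean of 33.3% in 100 simulations of unchanged groups, which covered all tested genes and not called ones. For 512 of the 724 genes, or 70.7%, the step from day 5 to day 9 was larger than that from day 2 to day 5, against 59.1% of all tested genes. The share that moved in 1 direction, with the genes called by other tests, ranged from 78.4% (edgeR with a replicate block) to 95.3% (limma without a variance trend). It was 74.1% without day 5 replicate 2 and 73.5% without day 9 replicate 2. The F test called 124 genes without day 2 replicate 1, 352 without day 2 replicate 2, 440 without day 5 replicate 1 and 379 without day 9 replicate 1.

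The changes at days 5 and 9 were both measured against the day 2 libraries, so some likeness between them arises with no effect at all. Across the 5604 genes the 2 log2 changes correlated with Pearson's r = 0.653 and Spearman's rho = 0.641. In 100 simulations of unchanged groups r had a mean of 0.528 and a maximum of 0.594, and rho a mean of 0.497 and a maximum of 0.519. From the replicate 1 libraries alone r was 0.480, and from the replicate 2 libraries alone it was 0.736. The replicate 1 value lies below the simulated mean, but that mean was simulated for all 6 libraries. With no library shared between the 2 changes, r was 0.345 when day 5 was taken from replicate 1 and 0.426 when it was taken from replicate 2. All 17 genes called at day 5 were also called at day 9 in the same direction, and at most 4 genes were called in both comparisons in the simulations.

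The tags of the chromosome arms, 2090 tested genes at the outer ends of the tag order, were compared with the 3514 tested genes of the centre. No difference passed the threshold in the camera test. The mean log2 change was -0.09 in the arms and 0.00 in the centre for day 5 against day 2 (adjusted p = 0.465, over the 3 comparisons). It was -0.04 and -0.08 for day 9 against day 2 (adjusted p = 0.721), and 0.06 and -0.08 for day 9 against day 5 (adjusted p = 0.465). The medians were -0.05 in the arms and 0.02 in the centre for day 5 against day 2, 0.00 and 0.03 for day 9 against day 2, and 0.04 and 0.00 for day 9 against day 5. The medians and means of arms against centre thus differed in sign for day 9 against day 2. The difference in means between arms and centre, -0.09 for day 5 against day 2, was 0.05 without day 2 replicate 2 and 0.02 without day 5 replicate 1. For day 9 against day 2 it was 0.04, and -0.09 without day 2 replicate 1. For day 9 against day 5 it was 0.13 and stayed above 0 without any 1 of the 6 libraries. With the 154 tags of the end block left out the differences were -0.08, 0.08 and 0.15, and none of the 3 sign changes remained. For day 9 against day 2 without day 9 replicate 1 the difference was 0.07 with the block and 0.00 without it. The arm set includes the 154 tags without reads in replicate 1, and the files do not state whether these tags lie on the chromosome. Against 10000 random sets of as many genes matched on expression, the arm median lay at percentile 0 for day 5 against day 2, 20.4 for day 9 against day 2 and 100 for day 9 against day 5. Such sets treat genes as independent, whereas camera allows for a correlation between them. The fry test asks whether the arm genes changed at all, without reference to the centre, and its adjusted p for day 5 against day 2 was 0.0454.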

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

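The alternatives with a count-based test together with a block, with thinned reads and with the end block of 154 tags left out were chosen after the data had been seen, as were all tests of the share of 1 direction and of the correlation of changes by edgeR, DESeq2 or thinned reads, and of that share with a block or without a variance trend. Of 282 recomputed values, 221 kept their direction and side of the threshold, or stayed within 1.5 times the count or within the spread. This total includes the named genes, picked from these data as extremes, each unchanged in 21 of 21 alternatives. It also includes the arm set, for which staying above the threshold counts as unchanged. The number of called genes stayed within 1.5 times in 4 of 23 alternatives for day 5 against day 2. It did so in 19 of 23 for day 9 against day 2 and in 8 of 23 for day 9 against day 5.

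Day 9 against day 2 (1144 genes in the main test) gave the most calls of the 3 comparisons in all 23 alternatives. Outside the fits that leave out a library its count left the range of 1.5 times only at an adjusted p under 0.01, with 406 genes. Leaving out a library gave 288 to 1104 genes. Equal totals changed the balance to 592 higher and 568 lower, the 1 alternative of 23 with more higher than lower calls. The normalised values summed to 2433420 and 2453280 in the day 2 libraries and to 2199100 and 2381920 in those of day 9. Scaling to equal totals therefore raised the day 9 values relative to day 2. Why the totals differed was not tested.

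Day 5 against day 2 (17 genes) was the count that depended most on the processing. It was 11 with no filter on low values, 44 at a minimum mean of 50, 5 with equal totals, 6 after quantile normalisation, 75 with only the 2 groups compared and 30 with the end block left out. It was 0 without a variance trend and 0 at an adjusted p under 0.01, where 676 and 694 genes had an unadjusted p under 0.05. The count tests on recovered reads gave 4 (edgeR) and 147 (DESeq2), and with a replicate block 46 (edgeR) and 141 (DESeq2). limma with a replicate block gave 43. Leaving out a library gave 0 to 135, and in the 4 fits with 0 calls between 409 and 733 genes had an unadjusted p under 0.05. DESeq2 does not test the same number of genes, since it sets some adjusted p-values aside, but the cause of its higher count was not tested.

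Day 9 against day 5 (299 genes) gave 167 genes with no filter on low values, 101 with only the 2 groups compared, 183 with edgeR, 617 with DESeq2, 824 with edgeR and a replicate block, and 550 with DESeq2 and a replicate block. limma with a replicate block gave 485. The count was 0 without a variance trend and 0 at an adjusted p under 0.01, where 1240 and 1371 genes had an unadjusted p under 0.05. Leaving out a library gave 0 to 531. The F test (724 genes) gave 300 without a variance trend and 1316 with edgeR and a replicate block, and 124 to 792 when a library was left out. The causes were not tested. Where a library is left out, its day has a single sample that is assumed to vary like the other days. A replicate block moved no other count by more than 1.5 times and changed no call of a named gene.

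The share of genes that moved in 1 direction (87.2%) lay between 85.3% and 88.9% under the other pseudocounts, filters and scalings and without the end block. It was 87.0% with thinned reads and 87.4% with edgeR. It was 84.2% with a replicate block in limma, 95.3% without a variance trend, 79.3% with DESeq2, 78.4% with edgeR and a replicate block, and 80.3% with DESeq2 and a replicate block. These are shares of different numbers of called genes, and the cause was not tested. The share ranged from 73.5% to 93.5% when a library was left out. The correlation of the day 5 and day 9 changes (0.653) lay between 0.597 and 0.661 over pseudocounts, filters, scalings, thinned reads, the end block left out, edgeR and DESeq2, and ranged from 0.441 to 0.730 when a library was left out. The lowest value, without day 5 replicate 2, lay below the simulated mean of unchanged groups of 0.528, which was simulated for 6 libraries.

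For the arms, the difference in mean log2 change from the centre was -0.09 for day 5 against day 2. The value of -0.0893 is the same under fry, whose adjusted p passed the threshold, but fry asks whether the arm genes changed at all and not whether they differ from the centre. The difference ranged from -0.227 to 0.048 when a library was left out. Its sign changed without day 2 replicate 2 (0.048) and without day 5 replicate 1 (0.024). For day 9 against day 2 the difference ranged from -0.094 to 0.181, with a change of sign without day 2 replicate 1 (-0.094). For day 9 against day 5 it ranged from 0.0196 to 0.246. With the end block left out as well, a combination chosen after the data had been seen, the ranges were -0.0853 to -0.0678 for day 5 against day 2, -0.000794 to 0.155 for day 9 against day 2 and 0.0757 to 0.231 for day 9 against day 5. The block has 0 reads in replicate 1, so leaving out a library shifts its group means, and none of the 3 sign changes above remained. A new one, to -0.000794, appeared for day 9 against day 2 without day 9 replicate 1, where the difference with the block was 0.0711. None of these fits with a library left out passed the threshold. An estimated correlation in camera left all 3 comparisons above the threshold, and fry left the other 2 above it. The median SD between replicates, 0.23 log2 units, was 0.20 with a pseudocount of 10 and 0.20 at a minimum mean of 50.

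Depth limited the low end. A normalised value of 10, the filter, corresponds to 4.59 reads in day 2 replicate 2 and 26.6 reads in day 9 replicate 1. Thinning every library to the lowest total left 22, 946 and 265 calls for day 5 against day 2, day 9 against day 2 and day 9 against day 5.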

Other observations

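The tests of the end block against low expression, of a reference without these genes, of the end block as the source of the replicate split, of culture age and scaling for the end block and outside it, of depth outside it, of the end block as the source of the arm share, of neighbouring tags against shuffled orders, and of depth in day 5 replicate 1 were chosen after the results they bear on had been seen. The others were set down before their results.

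The block of 154 adjacent tags with reads in replicate 2 and none in replicate 1 splits the libraries by replicate number and not by day. Low expression at the available depth is argued against, because at the level of replicate 2 the lowest expected total in a replicate 1 library was 10722 reads. Nothing of the kind appeared elsewhere: of 5284 other tags with at least 20 reads in replicate 2, 0 had no read in replicate 1. A candidate explanation is that the cultures of replicate 1 lacked this DNA, for example a chromosome end or a separate replicon. Another is that the replicate 1 libraries were counted against a reference without these genes. Both predict the 0 reads that were seen over the 3 libraries, so they cannot be told apart from this table. Genes that were present but silent are also not excluded. Among the 154 other tags with the lowest values in the other 5 libraries, 27.3% had no read in day 5 replicate 1, against 100% of the block, so silence would have to be more complete than in the lowest genes elsewhere. Whether the loss, if it was one, affects exploration was not tested, and the reads of the block in replicate 2 fell from 5201 CPM at day 2 to 2988 CPM at day 5 and 1934 CPM at day 9, in single libraries.

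Libraries with the same number deviated together on the 3 days, with between-day correlations of 0.587 to 0.621. The mean correlation was 0.480 over 10 draws thinned to the lowest total and 0.493 after quantile normalisation. These values decide nothing, because neither step lifts the block from 0 reads in replicate 1. For the block, depth is argued against by the expected reads given above, and scaling by the 0 reads before any scaling. Outside the block the mean correlation was 0.0952 with thinned reads and 0.0854 after quantile normalisation, so unequal depth and scaling stay open there. A common offset in culture age is argued against for the end block, because the replicate 2 libraries held at least 3313 of its reads at every age sampled. Outside the block such an offset stays open. The mean replicate difference correlated with the change from day 2 to day 9 with r = 0.0664 over all genes and -0.00552 without the block. Without the block, the difference of each day was set against the change between the other 2 days, and r was -0.0333 for day 2, -0.231 for day 5 and -0.0595 for day 9, with a mean of -0.108. Against the change from day 2 to day 9, r was -0.0721 for the day 2 difference, -0.231 for day 5 and 0.290 for day 9. The sign was thus not common to the 3 days, although the day 2 and day 9 values share libraries with that change. On the first principal component replicate 1 lay further in the direction of later days on all 3 days. Without the block it did so at day 9 only (55.4 against 37.3), and lay behind at day 2 (-37.2 against -34.1) and at day 5 (-17.9 against -3.51). Leaving out the end block alone lowered the mean correlation to 0.124, so the block may account for most of the split. With day in the model, limma called 78 genes between the numbers, 75 of them in the block, and 0 outside it in a fit without the block, where 586 genes had an unadjusted p under 0.05. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the split by number itself. With 10 splits chance cannot be excluded, and the other 3 splits with 1 library of each day on each side gave 0 genes. With day in the model, each of the other 6 splits contrasts only the 2 libraries of a single day, and those that contrast the libraries of day 9 gave 69. Growth and library batches were not labelled and cannot be told apart from the number.

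The library of day 5 replicate 1 differed from the other 5 at its low end. Among the 722 genes outside the block with the lowest mean in the other libraries, the summed normalised value in this library was 4.39 times the mean of the others. The same ratio, with the lowest genes chosen anew for each library, was 1.11 for day 9 replicate 1 and between 0.740 and 0.967 for the other 4. Depth is argued against, because it does not shift a summed normalised value and because day 9 replicate 1 was deeper. In day 5 replicate 1, 91.7% of these genes had a read, against 85.0% of the corresponding genes in day 9 replicate 1. This is consistent with an even background of reads over all genes, and carry-over of genomic DNA is a candidate source, while a broad rise of silent genes in this culture remains open and was not tested. If the background was DNA, DNA that lacked the end block would leave the block without reads in this library. Counting against a reference without these genes would do so as well, so the absence of reads does not tell these explanations apart.

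More genes were called between days 5 and 9 than between days 2 and 5. Unequal depth is argued against as the reason, because with all libraries thinned to the lowest total the first count was a median of 13.8 times the second over 10 draws. The unequal lengths of the intervals stay open, as does a biological change late in the time course, which was not tested further. In the main limma fit a gene has the same standard error in both comparisons, so its 2 counts differ through the size of the changes. The median absolute log2 change was 0.42 against 0.31. Fits of only the 2 groups compared do not share a spread, and they called 101 genes between days 5 and 9 and 75 between days 2 and 5. The size of the gap between the counts thus depended on how the spread was estimated.

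Neighbouring genes changed together between day 2 and day 9. The log2 changes of adjacent tested tags correlated with r = 0.429, against a maximum of 0.0381 in 1000 shuffled orders. Noise of single libraries is argued against, since the change of a gene in replicate 1 followed that of its neighbour in replicate 2 with r = 0.331. Reads spilling over gene borders are argued against as the only reason, because genes 5 tags apart still correlated with r = 0.0893, above the maximum of 0.0382 in shuffled orders, although they may add to the value of adjacent genes. Of the 1144 called genes, 159 lay in 26 runs of at least 5 consecutive genes called in the same direction, against at most 15 genes in shuffled orders. There were 18 runs of lower and 8 of higher genes. The longest run of lower genes held 14, against at most 7 in shuffled orders, while the longest run of higher genes held 6, as many as the shuffled maximum. Transcription of neighbouring genes as operons or clusters is a candidate explanation that the table, which has no annotation, cannot test.

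Called genes were not concentrated in the arms of the tag order. For day 9 against day 2, 20% of the tested arm genes and 20.7% of the centre genes were called. The arm genes include the 87 tested tags of the end block, of which 0 were called, as their spread between replicates leaves little room for a call, and without them 20.8% of 2003 arm genes were called. The lower share in the arms may therefore come from the block. Within deciles of expression the arms had 2.03 percentage points more, and 57.2% of 1000 rotated tag orders gave a difference as large. Without the block the difference within deciles was 2.19 percentage points. Expression level is a candidate explanation as well, and no biological explanation was tested.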
